A study of Arabidopsis thaliana with 7 samples. Its data were reported in "Arabidopsis HOT3/eIF5B1 constrains rRNA RNAi by facilitating 18S rRNA maturation" (2023).

How the data were processed

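Polyadenylated RNA was sequenced from 18-day-old Arabidopsis thaliana seedlings grown at 23°C with 16 h of light and 8 h of dark. 3 genotypes were sampled in 7 libraries: wild type (WT, n = 2), hot3-2 (n = 3) and hot3-3 (n = 2), where hot3-2 and hot3-3 are T-DNA insertion alleles of HOT3, the gene for the translation initiation factor eIF5B1. Libraries were prepared from 4 µg of DNase-treated total RNA with a directional kit. Groups and replicate numbers were taken from the sample labels.

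The values used were raw read counts per gene as deposited by the authors, one table per library. Per the study's methods, the authors trimmed paired reads with cutadapt, mapped them to TAIR10 with STAR, and counted properly and uniquely mapped pairs per gene with featureCounts. The strand setting and the annotation release were not stated. Unique counting leaves out pairs that fit several near-identical genes, so that counts of recent paralogs can be too low, and antisense or overlapping genes can share pairs if strand was ignored. The deposited tables also hold a gene length column, used here only to compare the annotation: of 27445 genes matched by locus to the TAIR10.1 RefSeq annotation, 99.4% had the same exonic length. Coordinates, strands and products given below are from that annotation. Gene symbols are RefSeq symbols where unique, otherwise names written beforehand with the gene lists, otherwise the locus.

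The tables held 27655 genes, among them 88 plastid and 122 mitochondrial genes. Genes with low counts were removed with filterByExpr (minimum count of 10 in its scaled form), which left 20795. Library sizes were scaled by trimmed mean of M values (TMM) and all 7 libraries were fitted together in edgeR 4.0.16 (R 4.3.3) with genotype as the factor and no covariate. Each contrast was tested with the quasi-likelihood F test and P values were adjusted by the Benjamini-Hochberg method over all tested genes. The study's methods name no tool for this step; the threshold, an adjusted P below 0.01 with a log2 fold change of at least 1 in size, is the one the study used. Standard errors of log2 fold changes were obtained from the F statistic. Normalised counts are CPM, the count divided by the TMM-scaled library size. A fold against a group whose libraries all had 3 counts or fewer was computed against that floor and is a lower bound. The floor covers counting error only, whereas SD and SE include variation between libraries.

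In all, 6 gene lists were fixed before the data were examined, as were the samples, tests, thresholds and most alternatives. The cytosolic ribosomal protein list was taken from annotation products that contain the words ribosomal protein and no organelle term (320 genes, 295 tested). It can contain nuclear genes for organellar ribosomes whose product lacks such a term. The ribosome biogenesis list held 43 factors. Lists for photosynthesis, heat response and salicylic acid defence were written from general knowledge, and plastid ribosomal proteins (11 genes) were taken from annotation products. Lists were tested with camera (limma 3.58.1) on log2 CPM with its preset inter-gene correlation of 0.01, adjusted over the 12 tests, beside fry and camera with an estimated correlation. Camera asks whether a list changes more than other genes, and fry whether it changes at all. Lists for cell division and for morning and evening clock genes were written before their values were seen. Lists for DNA damage and mitochondrial stress were written after values of genes of these kinds had been seen. They first held 2 and 3 further genes, most of them known to be among the most raised, and these were taken out after medians with them had been computed. Annotated process terms were tested with a one-sided Fisher's exact test among 9047 tested genes with named terms, over 255 terms of at least 10 genes, a choice made after the calls were seen.

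Genes named in the text followed a rule fixed beforehand. Among genes past the threshold in the same direction in both alleles, with every mutant library beyond every WT library and a mean of at least 5 CPM, the 5 with the largest mean change in each direction were taken. Between the alleles, the 3 with the largest change in each direction and no overlap between libraries were taken. The eIF5B family, 11 components of RNA interference and the 3 members of each list with the smallest P were added.

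The procedure was tested on simulated data drawn from the means, dispersions and library sizes of these libraries. In them 200 genes, all above a mean of 2 CPM in WT, were changed by 2 on the log2 scale, as many up as down. Among 20284 genes it recovered 99% of the changed genes in the hot3-2 contrast and 97.5% in the hot3-3 contrast, with 2 and 3 false calls. These rates were not tested for genes with lower counts, for smaller changes or for data in which many more genes change. Both alleles are compared with the same WT libraries, so 20 data sets with unchanged mutant groups were simulated to show what shared controls give by themselves. Replicates were compared by a chi-square test against Poisson noise. Alternatives were relative log expression (RLE) factors, library size alone, no low-count filter, at least 10 counts in every library, DESeq2 1.42.0, only the groups compared, a replicate block, nuclear genes only, the 20 most abundant genes left out, other thresholds and set tests, and each replicate left out. With 2 libraries in WT and in hot3-3, leaving 1 out leaves no spread within that group. No test was made in such fits, and only fold changes are given there.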

Results

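Seedling transcriptomes of WT and of hot3-2 and hot3-3, which carry T-DNA insertions in HOT3, were compared to ask which transcripts change when this eIF5B gene is disrupted and whether both alleles change the same ones. The total count per library was 16015064 and 20628779 for WT, 24155594, 14090881 and 19611589 for hot3-2, and 20059680 and 34696683 for hot3-3. Replicates of 1 genotype correlated at r of 0.986 or more across genes on the log2 CPM scale. No pair was within sampling noise (chi-square per gene from 2.58 to 18.9), so all libraries were kept as separate samples. The first principal component held 66.3% of the variance and separated WT from the mutants, and the second held 16.5%. Plastid genes took 0.466% and 0.473% of counts in WT, 0.401% to 0.428% in hot3-2, and 0.285% and 0.308% in hot3-3.

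HOT3 (AT1G76810) lies on chromosome 1 from 28830902 to 28836748 on the minus strand (TAIR10.1) and has 13 annotated exons. Its counts were 2773 and 3516 in WT, 1807, 1363 and 1772 in hot3-2, and 4059 and 9494 in hot3-3. The normalised count fell from 170 ± 0.861 CPM (SD, n = 2) in WT to 89.2 ± 10.2 CPM (SD, n = 3) in hot3-2. The log2 fold change was -0.93 ± 0.14 (SE), with an adjusted P of 0.000525 in edgeR's quasi-likelihood test. In the libraries labelled hot3-3 the count was 233 ± 53.5 CPM (SD, n = 2), a log2 fold change of 0.46 ± 0.15 (SE) against WT whose adjusted P of 0.0318 did not pass 0.01 in edgeR's quasi-likelihood test. HOT3 therefore was not lower in the libraries labelled hot3-3, and the gene count gives no check of that label. An insertion need not lower the count of the whole gene, and read positions were not analysed here. The study did look at read positions in its RNA sequencing. It took missing reads around the T-DNA sites of both mutants as evidence of the insertions. Leaving out hot3-3 replicate 2 gave 0.20 and leaving out hot3-3 replicate 1 gave 0.67, so the size of the rise rests on 1 library.

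**Figure D1:**
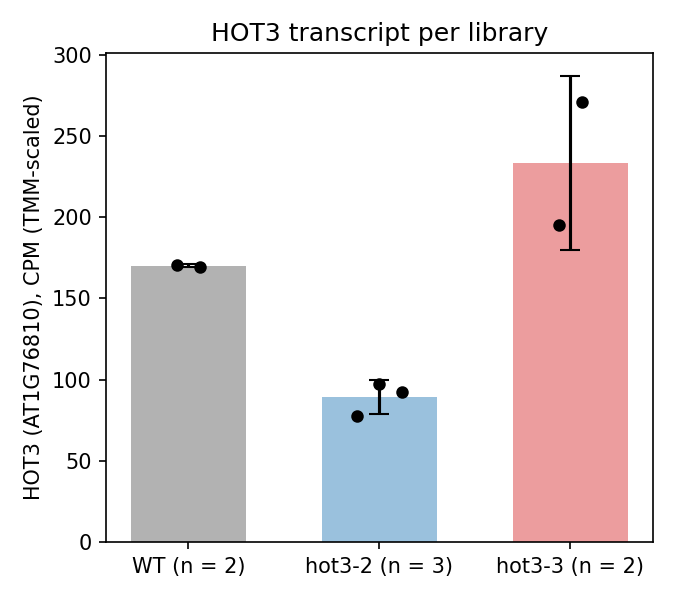
HOT3 transcript level in TMM-scaled CPM (y axis) for WT, hot3-2 and hot3-3 (x axis). Bars are means, error bars are SD and points are libraries; the 3 hot3-2 libraries lie below both WT libraries, and both hot3-3 libraries lie above them.

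Of the other eIF5B genes, eIF5B3 (AT1G21160, chromosome 1, 7407931 to 7413295) rose from 26.9 ± 2.7 CPM (SD, n = 2) in WT to 48.1 ± 5.87 CPM (SD, n = 3) in hot3-2 and 54.5 ± 4.41 CPM (SD, n = 2) in hot3-3. Its log2 fold changes were 0.83 and 1.01, with adjusted P values of 0.000432 and 0.000179 in edgeR's quasi-likelihood test. It overlaps a gene on the other strand by 466 bases. eIF5B2 (AT1G76720) changed by -0.19 in hot3-2 and 0.43 in hot3-3, with adjusted P values of 0.533 and 0.171 in the same edgeR test. eIF5B4 (AT2G27700) had 0 counts in all 7 libraries, which allows up to 3 counts in each. Pairs shared between these copies would have been left out of the counts, so their levels are uncertain.

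The next question was how many transcripts changed in each allele. Of 20795 tested genes, 1621 were higher and 807 lower in hot3-2 than in WT, and 2002 were higher and 1020 lower in hot3-3. Higher genes made up 66.8% and 66.2% of the calls. The alternative that moved these counts most, an adjusted P below 0.05 in edgeR's quasi-likelihood test without a fold limit, gave 5454 higher and 4814 lower in hot3-2 and 5612 higher and 5004 lower in hot3-3. Higher genes then made up 53.1% and 52.9% of the calls.

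Both alleles changed many of the same genes. In all, 1310 genes were higher in both, which is 80.8% of the hot3-2 calls and 65.4% of the hot3-3 calls, where 156 would overlap by chance (Fisher's exact test, odds ratio 112). Likewise 552 genes were lower in both, against 39.6 by chance (odds ratio 90.4). Only 6 genes were called in opposite directions. Log2 fold changes in the alleles correlated across genes with Pearson's r of 0.870 and Spearman's rho of 0.844, where genes are not independent replicates. Because the same WT libraries enter both comparisons, r lay between 0.559 and 0.605 in the 20 simulated data sets with unchanged mutant groups. In those data sets no gene was called in both alleles, and at most 2 genes were called in either.

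**Figure D2:**
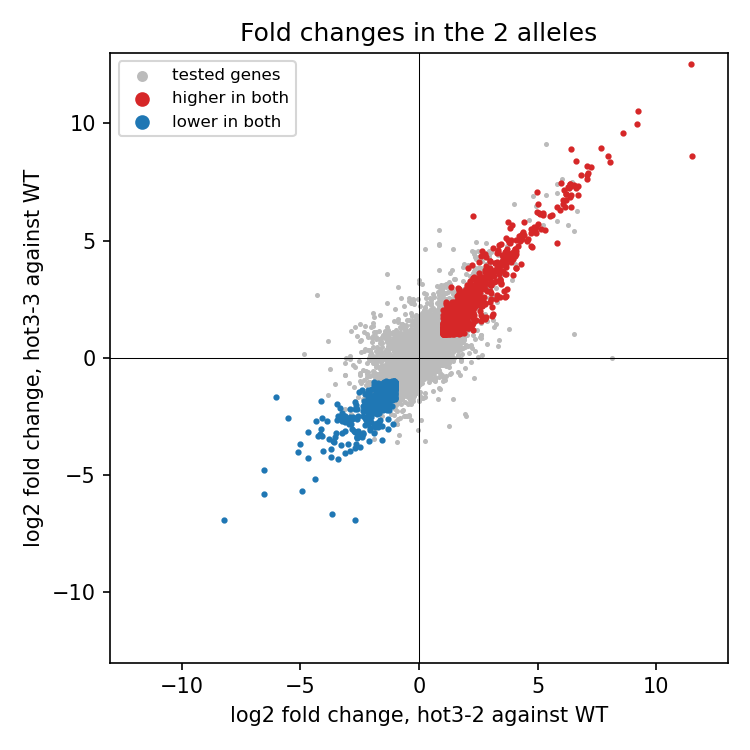
Log2 fold change against WT of each tested gene in hot3-2 (x axis) and hot3-3 (y axis). Grey points are the 20795 tested genes, red points the 1310 genes higher in both alleles and blue points the 552 lower in both; most points lie along the diagonal.

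Among the genes higher in both alleles, AT1G30170 (chromosome 1, 10607888 to 10609618) had 0 counts in both WT libraries and reached 16.6 ± 1.55 CPM (SD, n = 3) in hot3-2 and 34.3 ± 0.293 CPM (SD, n = 2) in hot3-3. It overlaps a gene on the other strand by 57 bases. These levels are at least 101-fold and at least 209-fold higher than the WT floor. AT1G75945 (chromosome 1, 28515245 to 28515916) also had 0 counts in WT and was at least 104-fold higher in hot3-2 and at least 13.8-fold higher in hot3-3. AT2G24255 was at least 29.9-fold and at least 62.5-fold higher. AT2G18190 (chromosome 2, 7913955 to 7915872) rose from 0.171 ± 0.106 CPM (SD, n = 2) by 7.09 ± 0.22 (SE) in hot3-2 and 8.19 ± 0.21 (SE) in hot3-3 on the log2 scale, with adjusted P values of 1.91e-07 and 6.05e-08 in edgeR's quasi-likelihood test. AT2G05915 rose by 7.06 and 7.64, but lies wholly within AT2G05914 on the other strand, so its counts are uncertain. In total, 996 of the genes higher in both and 343 of those lower in both had every mutant library beyond every WT library at a mean of at least 5 CPM. Chance would separate 4.76% of unselected genes in each direction, a share that does not apply to genes that had already passed the test.

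The lower genes were led by PCC1 (AT3G22231, chromosome 3, 7845823 to 7846833), with 117 ± 24.8 CPM (SD, n = 2) in WT, 0.400 ± 0.0879 CPM (SD, n = 3) in hot3-2 and 0.859 ± 0.602 CPM (SD, n = 2) in hot3-3. Its log2 fold changes were -8.20 ± 0.28 (SE) and -6.93 ± 0.28 (SE), with adjusted P values of 3.52e-07 and 8.14e-07 in edgeR's quasi-likelihood test. AT3G22235, close to it on the chromosome, changed by -6.54 and -5.82. The thionin gene AT1G66100 changed by -4.94 and -5.70, AT3G16670 by -3.67 and -6.66, and ACD6 (AT4G14400) by -4.40 and -5.17.

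Ribosome-related genes were examined because the study asks about ribosome biogenesis. The cytosolic ribosomal protein list had a median log2 fold change of 1.13 in hot3-2 and 1.20 in hot3-3, and 258 and 255 of its 295 tested members were positive. Past the threshold, 179 members were higher and 0 lower in hot3-2, where 30 were negative at an unadjusted P below 0.05, and 184 were higher and 7 lower in hot3-3. Adjusted over the list alone, 180 and 184 were higher. Per-library medians ran from 1.06 to 1.22 in hot3-2 and from 1.17 to 1.22 in hot3-3. The ribosome biogenesis list had medians of 1.03 and 1.31, with 42 of 43 members positive in each allele and 23 and 32 members past the threshold (23 and 32 when adjusted over the list alone). The camera test with the preset correlation gave adjusted P values of 4.67e-30 and 1.70e-27 for ribosomal proteins and 1.92e-20 and 2.49e-21 for biogenesis factors. Under fry these adjusted P values were 0.000622, 0.000626, 5.44e-05 and 5.44e-05. With the correlation between genes estimated from the data they were 0.237, 0.237, 0.165 and 0.165. The camera calls therefore did not hold under that setting. The fry calls held, but fry asks whether a list changed at all, not whether it changed more than other genes.

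NUC-L2 (AT3G18610, chromosome 3, 6404053 to 6407946) had 1.71 ± 0.370 CPM (SD, n = 2) in WT, 32.6 ± 3.00 CPM (SD, n = 3) in hot3-2 and 61.2 ± 1.72 CPM (SD, n = 2) in hot3-3. The log2 fold changes were 4.27 ± 0.15 (SE) and 5.18 ± 0.15 (SE), with adjusted P values of 3.52e-07 and 9.79e-08 in edgeR's quasi-likelihood test. NUC-L1 (AT1G48920) rose by 1.5 and 1.80 and NOP58-1 (AT5G27120) by 2.02 and 2.40. Of the ribosomal protein list, AT3G09680 rose by 4.86 and 5.48 and AT3G56340 by 1.56 and 1.75. HLL (AT1G17560) rose by 2.10 and 2.21, but it is known as a gene for an organellar ribosomal protein and is in the list because its annotation has no organelle term. By annotated process, 196 of 365 translation genes and 68 of 100 ribosome biogenesis genes were among the genes higher in both alleles, against 7.21% of the 9047 background genes (Fisher's exact test, adjusted P of 2.38e-131 and 1.59e-52).

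**Figure D3:**
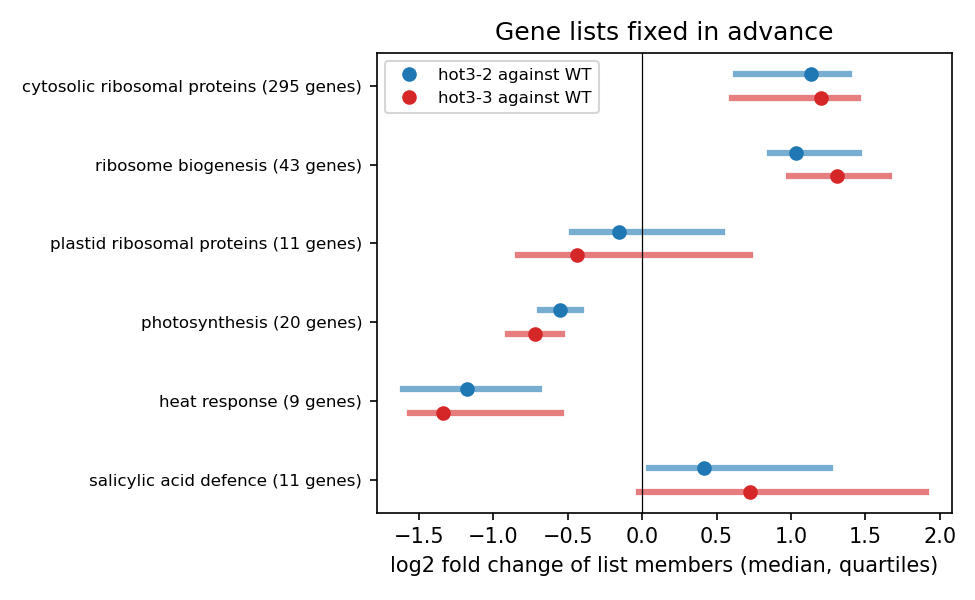
Log2 fold change against WT (x axis) of the tested members of 6 gene lists (y axis) in hot3-2 (blue) and hot3-3 (red). Points are medians and bars run from the lower to the upper quartile; ribosomal protein and ribosome biogenesis medians lie above 1, and the heat response medians below -1.

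The other lists were read in the same way. Photosynthesis genes had medians of -0.55 in hot3-2 and -0.72 in hot3-3, with adjusted P values of 5.86e-05 and 4.62e-06 in camera, and 17 and 18 of 20 members were negative. RBCS3B (AT5G38410) changed by -1.11 and -1.36, PSAE-1, which overlaps a gene on the other strand by 436 bases, by -0.83 and -1.06 and LHCA2 by -0.72 and -0.90. The 9 tested heat response genes had medians of -1.18 and -1.34, with adjusted P values of 0.000665 and 0.000841, and 4 and 6 were past the threshold. HSFA2 (AT2G26150) changed by -5.01 and -3.68, HSP70 (AT3G12580) by -1.54 and -1.34 and HSP90.1 (AT5G52640) by -1.61 and -1.56. The photosynthesis and heat response calls also held under fry (adjusted P from 0.000626 to 0.00108), and neither held under the estimated correlation (both with an adjusted P of 0.178 in hot3-3). Plastid ribosomal proteins had medians of -0.16 and -0.44 with members in both directions, and adjusted P values of 0.451 and 0.146. Without WT replicate 1 the hot3-2 median was -0.042. Members of that list moved apart, with AT5G24490 at -0.82 and -1.29, PRPS20, which overlaps other genes, at -0.72 and -1.03 and RPL3P at 1.0 and 0.93. Salicylic acid defence genes had medians of 0.42 and 0.72 and adjusted P values of 0.134 and 0.107. Without hot3-3 replicate 2 the hot3-3 median was 0.23. Under fry the adjusted P was 0.457 and 0.0119 for plastid ribosomal proteins and 0.0152 and 0.0119 for salicylic acid defence, so these results depend on the set test. SAG101 rose by 2.09 and 2.39 and PR5 by 1.92 and 2.05, while PR1 changed by 0.99 and 2.71, of which only the second was called, and the difference of 1.72 between the alleles had an adjusted P of 0.0106 in edgeR's quasi-likelihood test.

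Components of RNA interference were examined because the study followed small RNAs made from rRNA. Of 11 genes none passed the fold limit. RDR6 (AT3G49500) changed by -0.81 in hot3-2 and -0.71 in hot3-3, with adjusted P values of 0.000338 and 0.00108 in edgeR's quasi-likelihood test (0.000473 and 0.00118 adjusted over the list alone). RDR1 rose by 0.43 and 0.45, with adjusted P values of 0.00526 and 0.00575 in that edgeR test; these rose to at most 0.0275 and 0.0245 among the alternatives, so whether RDR1 passed 0.01 depends on the setting. DCL1 changed by -0.69 and -0.64, with adjusted P values of 0.00453 and 0.0102 in edgeR's quasi-likelihood test that crossed 0.01 among the alternatives. SGS3 changed by -0.51 in hot3-2 and -0.14 in hot3-3, with adjusted P values of 0.00105 and 0.229 in that edgeR test. AGO2 changed by 0.19 and 0.74, with adjusted P values of 0.171 and 0.000515 in that edgeR test. Tested between the alleles, neither SGS3 (0.37, adjusted P of 0.0286 in edgeR) nor AGO2 (0.56, adjusted P of 0.0112 in edgeR) passed 0.01. RDR2 changed by -0.27 and -0.36, DCL3 by -0.44 and -0.57 and AGO4 by 0.16 and 0.30. DCL2 changed by -0.08 and 0.07, and DCL4 and AGO1 by less than DCL2 in either allele.

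The alleles were also compared directly, since a call in 1 allele alone does not show a difference. Between them 251 genes passed the threshold, 178 higher and 73 lower in hot3-3. Of the 692 genes higher in hot3-3 alone, 77 differed between the alleles, as did 33 of the 311 higher in hot3-2 alone. This count moved with the libraries used: leaving out hot3-2 replicate 1, 2 or 3 gave 71, 140 and 46 genes. CYP71B29 (AT1G13100, chromosome 1, 4463859 to 4465725) had 9.41 ± 0.702 CPM (SD, n = 2) in WT, 0.330 ± 0.104 CPM (SD, n = 3) in hot3-2 and 10.4 ± 0.0924 CPM (SD, n = 2) in hot3-3, a log2 difference of 5.0 ± 0.21 (SE) between the alleles with an adjusted P of 9.83e-06 in edgeR's quasi-likelihood test. CYP82C4 was higher in hot3-3 by 3.90 and AT5G24240 by 3.79. AT1G64795, AT1G49570 and AT1G50040 were lower in hot3-3, with log2 differences of -5.51, -4.34 and -3.19. AT1G64795 lies wholly within AT1G64790 on the other strand, so its counts are uncertain.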

Values the study reported

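The study reported 1,292 up-regulated genes shared by both hot3 alleles.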

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

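The results below differed between the alleles in a direct test. The tests of linkage to HOT3, of a shared axis and of paralog reads were chosen after the results had been seen.

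In all, 251 genes differed between hot3-2 and hot3-3. Of these, 194 were also called in the same direction after all libraries were thinned to 14090881 counts, and 242 kept a log2 difference of at least 1 after a correction for gene length and GC content, which argues against depth or such a bias as the whole cause. Linked variation around HOT3 was also weighed: 96.0% of the genes lay more than 3 Mb from HOT3, and 3.98% lay within it against 5.16% of tested genes (Fisher's exact test, P = 0.474). A stronger shift of hot3-3 along the axis shared with hot3-2 would put most of these genes farther from WT in hot3-3 on the same side, and 32.3% were. Variants elsewhere in the genome of either line and batches of growth or sequencing were not tested, and neither could be separated from genotype here. A difference between the alleles themselves stays open, as untested.

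The genes that differed most were CYP71B29 (5.0), CYP82C4 (3.90), AT5G24240 (3.79), AT1G64795 (-5.51), AT1G49570 (-4.34) and AT1G50040 (-3.19), as log2 differences of hot3-3 from hot3-2. CYP71B29 was near its WT level in hot3-3 and low in hot3-2, whereas AT5G24240 was higher than WT in both. For AT1G50040 the WT counts were 39 and 177, and its adjusted P in edgeR rose from 0.00242 to between 0.0112 and 0.0192 when any hot3-2 replicate was left out (1.95e-06 to 0.0192 over all its alternatives). Of the genes changed most in both alleles, AT1G30170 (1.05), AT2G18190 (1.11), AT2G05915 (0.58) and AT2G24255 (1.06) were higher in hot3-3, and AT1G75945 (-2.90) was lower. No single gene among these was tested for a cause.

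HOT3 differed by 1.39 between the alleles (adjusted P of 0.00107 in edgeR). The difference was 1.41 after thinning, so depth does not account for it. The gap in HOT3 was 144 CPM, and at least 98.0 CPM between any library of hot3-3 and any of hot3-2. All reads counted on the 3 paralogs came to 64.8 CPM in hot3-3, 45% of that gap, and to at most 68.1 CPM in a library. Unless more paralog reads were counted on HOT3 than on the paralogs themselves, this argues against paralog reads as the whole of the difference between the alleles. The excess of hot3-3 over WT was smaller, at 63.3 CPM, and the paralog total of 64.8 CPM in hot3-3 is 102% of it. That total cannot decide the question, because an excess over WT needs a rise in such reads. The paralog sum was 34.6 CPM in WT, and its rise to 64.8 CPM is smaller than the excess. How many paralog reads were counted on HOT3 is unknown, so they remain open as a cause of this excess. In hot3-2 the paralog sum was 55.0 CPM, while HOT3 was lower than in WT. The rise of the sum comes mostly from eIF5B3. eIF5B2 changed by -0.19 in hot3-2 and 0.43 in hot3-3 without passing 0.01, and eIF5B4 had 0 counts. Transcription into neighbouring genes cannot be told apart from a local effect either. IGMT5 (AT1G76790), downstream on the same strand, differed by 1.12 between the alleles, whereas AT1G76800 and AT1G76820, the nearest tested genes, differed by -0.59 and -0.15. Both of these lie on the other strand from HOT3, and the strand setting of the counting is unknown. Positions of reads along HOT3 were not analysed here.

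NUC-L2 differed by 0.91, and the ribosome biogenesis list by a median of 0.23 (camera, adjusted P of 2.92e-11). The plastid ribosomal protein list differed by -0.23 (0.00195) and the photosynthesis list by -0.17 (0.00188). Under fry the adjusted P values were 0.0302, 0.0512 and 0.0551, and with an estimated correlation each was 0.319, so the biogenesis difference passed 0.05 under fry, the other list differences did not, and none passed with an estimated correlation. These are small shifts, and no explanation was tested for them.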

How the results depend on the processing

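The 2 HOT3 fold changes and the 12 list medians kept their sign under every alternative run. Counts have no sign, and the threshold moved them most. At an adjusted P below 0.05 with no fold limit, 5454 genes were higher and 4814 lower in hot3-2, 5612 and 5004 in hot3-3, 4431 and 3786 in both, and 1937 differed between the alleles. Under glmTreat against a log2 change of 1 these were 509, 155, 740, 253, 431, 114 and 18. Both follow from what each threshold asks.

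The count of genes differing between the alleles was the least stable. It was 407 without a low-count filter, 379 with DESeq2 and 154 with a replicate block. It ran from 46 to 371 across the 5 fits that each left out 1 WT or hot3-2 replicate. Without hot3-2 replicate 3, 2 or 1 it was 46, 140 and 71. The highest value, 371, came without a WT replicate and lay above the reported 251, so fewer samples did not always lower the count. Fewer samples leave less power, and whether that is the full cause of the lower counts was not tested. The replicate numbers do not pair the libraries: deviations of same-numbered libraries correlated at 0.048, 0.031 and 0.181 between genotypes. Under the block the adjusted P of RDR1 in both alleles and of SGS3 and DCL1 in hot3-2, none of which had passed the fold limit, rose above 0.01. Nothing else changed sides among the 22 results and the single genes.

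The correlation between alleles was 0.754 without a filter and 0.886 with only the groups compared, and ran from 0.843 to 0.881 when one replicate was left out. The ribosomal protein and biogenesis medians, 1.13, 1.20, 1.03 and 1.31, lost their calls when camera estimated the correlation (adjusted P of 0.237, 0.237, 0.165 and 0.165). Over all alternatives the adjusted P ran from 8.45e-67, 2.74e-54, 9.49e-38 and 2.13e-44 up to those values, and the cause was not tested. With only members whose annotation note names the cytosolic ribosome, a choice made after seeing the data, the ribosomal protein medians were 1.33 and 1.36. With DESeq2 the plastid ribosomal protein list (-0.45, adjusted P of 0.0462, up to 0.224 elsewhere) and the salicylic acid list (0.70, 0.0370, up to 0.117 elsewhere) passed in hot3-3. Without the 20 most abundant genes the photosynthesis list did not pass in hot3-2 (-0.56, 0.0916, down to 1.16e-07 elsewhere), where 11 of its 20 members are among those left out.

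Across the 7 fits that each left out one replicate, the ribosomal protein medians ran from 1.02 to 1.24 in hot3-2 and from 1.07 to 1.31 in hot3-3, the biogenesis medians from 0.98 to 1.15 and from 1.24 to 1.43, photosynthesis from -0.60 to -0.46 and from -0.79 to -0.62, heat response from -1.37 to -1.05 and from -1.51 to -1.16, and plastid ribosomal proteins from -0.30 to -0.042 in hot3-2. The plastid ribosomal protein value of -0.042 was without WT replicate 1. The salicylic acid median in hot3-3 was 0.23 without hot3-3 replicate 2 and 0.95 without hot3-3 replicate 1. No scaling alternative moved the median of all genes by over 0.1. Library size alone gave -0.05 in hot3-2 and 0.03 in hot3-3.

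Shifts in size were counted only in fits without a WT or hot3-3 replicate, so hot3-2 libraries are not part of this comparison. In these fits, left with 1 library in WT or hot3-3 and not tested, shifts were set against the SD between the libraries of the mutant. By this rule 90 single-gene values changed sign or moved by more than that SD. They were 43 without WT replicate 1, 35 without WT replicate 2, 9 without hot3-3 replicate 2 and 3 without hot3-3 replicate 1. Leaving out 1 of 2 hot3-3 libraries can hardly move a value beyond the SD of those same libraries. A WT library left out is not held to its own SD. The larger counts without a WT library therefore follow largely from the rule. The median shift of the 90 values was 0.17 and 6 of them, of DCL4, AGO1 and RDR2, changed sign. The largest shift, 3.41, was of AT2G24255, whose WT counts are at the floor. DCL4 in hot3-3 turned to 0.014 with library size alone, and without hot3-2 replicate 1 DCL4, AGO1 and eIF5B2 in hot3-2 turned to 0.047, 0.0084 and 0.011. Across the 7 fits these ran from -0.14 to 0.047, from -0.099 to 0.038 and from -0.45 to 0.011, and none had passed the threshold as reported. Of the other single-gene values outside the fits with a replicate left out, 8 lost and 5 gained an adjusted P below 0.01, all of them RDR1, DCL1 or SGS3. With 2 libraries in WT, leaving 1 out leaves no spread within WT. No call against WT was therefore tested again without a WT library, which limits these calls.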

Other observations

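The tests of the DNA damage and mitochondrial stress lists were chosen after the most changed genes had been seen, and the mitochondrial share of counts had also been seen. The cell division, clock, depth, abundance and GC tests were written before their results.

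The rise of ribosome-related genes was set against technical explanations. After a correction for gene length and GC content the lower of the alleles' medians was 0.97 for ribosomal proteins and 1.10 for biogenesis factors. Without the 20 most abundant genes it was 1.11 and 1.0, and after thinning to the smallest library 1.13 and 1.04. These values argue against each of those as the whole cause. A larger share of dividing tissue was assumed to raise cell division genes at least as much, which was not tested. The upper quartile of that 23-gene list was at most 0.42, which under this assumption argues against it as the whole cause. None of its members passed the threshold in either allele (5 and 7 were positive and 1 and 3 negative at an unadjusted P below 0.05). Without the fold limit, 4 and 6 were higher and 0 and 2 lower at an adjusted P below 0.01 in edgeR's quasi-likelihood test. MCM5 and PCNA1 rose by 0.87 and 0.85 in hot3-3, so a smaller contribution stays open. A biological response to loss of HOT3 is a candidate explanation, and slower development of the mutants at the same age, which the design cannot separate from genotype, is another.

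A DNA damage list of 18 genes, written after values of such genes had been seen, had medians of 1.23 in hot3-2 and 1.53 in hot3-3, with 9 and 12 genes past the threshold. The list first held 2 more genes, which were taken out after its medians had been seen because they were thought to have been picked for their rise. With them the medians were 1.46 and 1.70. The cell division list had a median of at most 0.05 with members in both directions, and its upper quartile of 0.42 was also below these medians. Under the same untested assumption this argues against dividing tissue as the whole source. Because the list was written after the top genes were seen, a damage-like response is no more than a hypothesis that could be tested in other seedlings.

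A mitochondrial stress list of 11 genes had medians of 1.48 and 1.70, with 8 and 9 genes past the threshold. With the 3 genes that were taken out in the same way put back, the medians were 2.08 and 2.35. The mean share of counts on mitochondrial genes was higher by 0.35 on the log2 scale in hot3-3, the higher of the alleles, but this rests on 1 library, with 0.63 in hot3-3 replicate 2 and 0.0089 in hot3-3 replicate 1. In hot3-2 the libraries were higher by 0.21 to 0.39. So few counts fell on these genes (0.00611% to 0.00949% of a library) that mitochondrial content cannot be told apart from a nuclear response.

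Heat response genes were lower in both alleles. A harvest at another time of day may contribute, and the clock lists did not decide it. Evening clock genes differed from WT by at most 0.31, with medians of -0.20 and -0.10. Medians of the morning list were -0.19 and -0.11, but its members moved both ways and most had low counts. CCA1 was higher by 0.98 and 0.93, with adjusted P values of 0.0259 and 0.0377 in edgeR's quasi-likelihood test, which did not pass 0.01. Its WT counts were 28 and 26, and those of LHY and PRR9 were at most 12. The clock genes with higher counts, the evening genes and PRR7, changed by at most 0.31. The low morning counts cannot show whether the lists moved together, so a harvest at another time of day stays open.

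Among tested genes, 179 had both WT libraries at or under 3 counts, and 85 of these were higher in both alleles. The low-count filter keeps such genes only if mutant libraries hold counts, so this number follows in part from the filter. Genes at the floor in the mutants were not counted for comparison, and no explanation was tested.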
